# Impact of maternal obesity on placental transcriptome and morphology associated with fetal growth restriction in mice

**DOI:** 10.1038/s41366-020-0561-3

**Published:** 2020-03-13

**Authors:** Daniela de Barros Mucci, Laura C. Kusinski, Phoebe Wilsmore, Elena Loche, Lucas C. Pantaleão, Thomas J. Ashmore, Heather L. Blackmore, Denise S. Fernandez-Twinn, Maria das Graças T. do Carmo, Susan E. Ozanne

**Keywords:** Obesity, Animal disease models

## Abstract

**Background:**

In utero exposure to obesity is consistently associated with increased risk of metabolic disease, obesity and cardiovascular dysfunction in later life despite the divergence of birth weight outcomes. The placenta plays a critical role in offspring development and long-term health, as it mediates the crosstalk between the maternal and fetal environments. However, its phenotypic and molecular modifications in the context of maternal obesity associated with fetal growth restriction (FGR) remain poorly understood.

**Methods:**

Using a mouse model of maternal diet-induced obesity, we investigated changes in the placental transcriptome through RNA sequencing (RNA-seq) and Ingenuity Pathway Analysis (IPA) at embryonic day (E) 19. The most differentially expressed genes (FDR < 0.05) were validated by Quantitative real-time PCR (qPCR) in male and female placentae at E19. The expression of these targets and related genes was also determined by qPCR at E13 to examine whether the observed alterations had an earlier onset at mid-gestation. Structural analyses were performed using immunofluorescent staining against Ki67 and CD31 to investigate phenotypic outcomes at both timepoints.

**Results:**

RNA-seq and IPA analyses revealed differential expression of transcripts and pathway interactions related to placental vascular development and tissue morphology in obese placentae at term, including downregulation of *Muc15*, *Cnn1*, and *Acta2*. *Pdgfb*, which is implicated in labyrinthine layer development, was downregulated in obese placentae at E13. This was consistent with the morphological evidence of reduced labyrinth zone (LZ) size, as well as lower fetal weight at both timepoints irrespective of offspring sex.

**Conclusions:**

Maternal obesity results in abnormal placental LZ development and impaired vascularization, which may mediate the observed FGR through reduced transfer of nutrients across the placenta.

## Introduction

The prevalence of obesity has nearly tripled since 1975 [1]. As a consequence, the number of women who are classified as overweight or obese during pregnancy has risen substantially, estimated at 38.9 million in 2014 [2]. This is especially concerning as offspring born to obese mothers are more likely to have poor neonatal outcomes [3] and to develop obesity, insulin resistance, hypertension and dyslipidemia later in life [4]. Interestingly, maternal obesity leads to divergent birth weight outcomes; while it is often shown to increase the risk of macrosomia [5, 6], a higher incidence of low birth weight is also documented [6–8]. Although both are similarly associated with metabolic disease in later life, distinct placental alterations seem to mediate these contrasting offspring phenotypes [9].

Changes in placental function are thought to be pivotal in the development of pregnancy complications [10, 11] and could also be a key link between the maternal and intrauterine *milieu* and long-term health of the offspring [12, 13]. Alterations in placental function and structure in response to obesity and their underlying molecular mechanisms have been explored both in humans and in animal models [9, 14–17]. Yet, even though fetal growth restriction (FGR) is recognized as a placenta-related disorder [18], the impact of maternal obesity on the placental transcriptome in this context remains largely unknown.

It has been shown that placentae from high fat diet-fed obese mouse dams exhibit altered expression of epigenetic machinery genes at term, which could alter the placental epigenome and lead to FGR [19]. High fat diet-induced obesity has also been found to alter the transcriptome of placenta progenitor cells at early stages of development and is associated with later changes in placental function resulting in FGR [17]. In our mouse model of maternal diet-induced obesity, in which dams are fed a hypercaloric Western-like diet, we have shown that maternal hyperinsulinemia is strongly associated with offspring insulin resistance and excess placental lipid deposition and hypoxia [20]. However, a clear understanding of the molecular mechanisms behind these findings is still lacking and warrants further investigation.

It is recognized that the impact of stressors on placental function and offspring health is closely linked to the stage of tissue development, the type of insult and the sex of the conceptus [21]. Thus, the aim of this study was to identify global changes in the placental transcriptome and related pathways in response to maternal obesity near term at embryonic day (E) 19. Furthermore, we investigated whether the significant transcriptional alterations detected in obese placentae were manifested earlier, i.e., in mid-gestation (E13), and if these alterations translated into a structural phenotype in male and female placentae.

## Methods

### Animals and diets

All experimental protocols were approved by the University of Cambridge Animal Welfare and Ethical Review Board and were carried under the Home Office Animals (Scientific Procedures) Act 1986. The model has been described in detail previously [20, 22]. Briefly, female C57BL/6J mice, proven breeders, were randomly assigned either a standard chow RM1 diet [7% simple sugars, 3% fat (wt/wt), 10.74 kJ/g] or an energy-rich highly palatable obesogenic diet [10% simple sugars, 20% animal lard (wt/wt), 28.43 kJ/g] supplemented with sweetened condensed milk [55% simple sugar, 8% fat (wt/wt); Nestle, Croydon, UK], and fortified with mineral and vitamin mix AIN93G. Both diets were fed *ad libitum* and purchased from Special Dietary Services (Witham, UK). Body composition was monitored (TD-NMR, Bruker Minispec) and females were set up to breed if body fat was between the thresholds of 10–12% or 35–40% for Control and Obese dams, respectively. After mating for the second time with RM1 fed males, dams were killed at either E13 or E19 by rising CO_2_ concentration. Fetal and placental weights were recorded. Placentae for molecular analysis were immediately snap frozen on dry ice and stored at −80 °C. For morphological assessment, samples were fixed in 10% formalin for 48 h, stored in 70% ethanol and then embedded in wax.

The sex of the fetuses at E19 was determined by visual inspection of anogenital anatomy. At E13, DNA extracted from tail tips was used for PCR sexing as described by McFarlane et al. [23], using the SX primer pair. Amplicons were loaded on 2% agarose gels and submitted to electrophoresis together with a 1 kb DNA ladder. Bands were visualized with SYBR™ Safe DNA gel stain (Thermo Fisher Scientific, Rochford, UK) under UV-illumination and the genomic sex of each sample was determined according to the number of bands and amplicon size.

### RNA extraction

Placenta aliquots were homogenized in 700-µL Qiazol using TissueRuptor (Qiagen, Manchester, UK). Total RNA was isolated with miRNeasy Mini Kit (Qiagen) according to the manufacturer’s instructions and including the optional step of DNA digestion with RNase-Free DNAse Set (Qiagen). Extracted RNA was quantified by spectrophotometry (Nanodrop^™^ Thermo Fisher Scientific) and stored at −80 °C.

### RNA sequencing and Ingenuity® Pathway Analysis

Total RNA was extracted from E19 male placentae (Control *n* = 2 and Obese *n* = 3), as previously outlined. One microgram of total RNA was depleted of ribosomal RNA and PolyA tails of coding RNAs were captured by treatment with Oligo-dT beads. Complementary DNA (cDNA) libraries were generated after an amplification step, according to the TruSeq Stranded Total RNA Sample Preparation Guide (Illumina, San Diego, CA, USA), and quantified using KAPA Library Quantification Kit. Multiplex single-read sequencing was performed using Illumina HiSeq 2500 (Illumina). Sequence reads were demultiplexed using the CASAVA pipeline (Illumina) and then aligned to the *Mus musculus* genome (GRCm38) using TopHat version 2.0.11. Raw read counts and fragments per kilobase of transcript per million mapped reads (FPKM) were generated using Cufflinks version 2.2.1. A quality check of mapped reads was executed using the R package CummeRbund. Databases were trimmed for exclusion of very low detection or undetectable genes. The resulting data were analyzed using edgeR by calculating the likelihood ratio, and by adjusting *P* values via Benjamini and Hochberg’s method to control the false discovery rate (FDR). Ingenuity Pathway Analysis (IPA) was applied to identify biological pathways related to the genes that were differentially expressed between Control and Obese E19 male placentae. The placenta RNA sequencing (RNA-seq) data have been deposited in GEO database under the accession number GSE140013.

### cDNA synthesis and Quantitative real-time PCR (qPCR)

Total RNA was extracted from male and female placentae of Control and Obese dams at E13 (*n* = 10/group from separate litters) and E19 (*n* = 9/group from separate litters). All samples used in the validations were different to those used in the RNA-seq and therefore represent biological replicates. Sample size was based on previous data sets/power calculations. cDNA was generated from 1-μg RNA using High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA, USA). qPCR was performed on QuantStudio 7 Flex Real-Time PCR System (Applied Biosystems), using 200 nM specific primers (Sigma-Aldrich, Gillingham, UK), 1× SYBR® Green JumpStart™ *Taq* ReadyMix (Sigma-Aldrich) and cDNA samples at a final dilution of 1:60. For primer sequences see Supplementary Table S1. NormFinder software was used to select the best combination of two out of four reference genes [24]. qPCR results were normalized to the geometric mean of the reference genes *Gapdh* and *Sdha* for E19 placentae, and *Gapdh* and *Pmm1* for E13 placentae, expression of which did not change between groups. Data were expressed in arbitrary units relative to Male Control average (2^−ΔΔCq^).

### Structural analyses

E13 and E19 formalin-fixed placentae from males and females were cut into 5-µm sections. Three serial sections close to the midline of each placenta were selected for staining. Antigen retrieval was performed with pH9 Target Retrieval buffer [S2375 (Dako Agilent, Stockport, UK)] and nonspecific binding sites were blocked with 3% goat serum. Sections were incubated overnight at 4 °C with rabbit polyclonal primary antibodies against Ki67 [1:200; ab15580 (Abcam, Cambridge, UK)] or CD31 [1:500; ab124432 (Abcam)].

Primary antibody binding was visualized by incubation at room temperature for 1 h with a fluorescent-conjugated goat polyclonal anti-rabbit IgG [1:1000; A11008 (Invitrogen, Warrington, UK)]. In negative control slides, placental sections were incubated in 1.5% goat serum in TBS-T instead of primary antibodies (Supplementary Fig. S1). All sections were incubated with 1:2500 DAPI for 10 min at room temperature to stain nuclei. Autofluorescence was quenched by incubation with Vector TrueVIEW Autofluorescence Quenching Kit [SP8400 (Vector Laboratories, Peterborough, UK)].

Placental sections were imaged on an AxioScan Slide Scanner (Zeiss, Cambridge, UK) and blindly analyzed using HALO analysis software (Indica Labs, Corrales, NM, USA). The DAPI channel image was used to define nuclear outlines using the CytoNuclear FL module. For the analysis of Ki67 staining (Supplementary Fig. S2), nuclear outlines were transposed onto the 488-nm channel image and the proportion of nuclei positive for Ki67 across the whole section was recorded. Placental sections stained for the endothelial cell marker CD31 were used to investigate labyrinth zone (LZ) size and structure (Supplementary Fig. S3). The border of the LZ was outlined manually at ×40 magnification (depicted in yellow) and total area was recorded using HALO analysis software after canals were excluded. The boundary with the junctional zone was determined as the interface between the phenotypically distinct spongiotrophoblast of the junctional zone and the fetal capillaries of the LZ. The rest of the boundary was either at the edge of the tissue image or at the interface with the chorionic plate, which is structurally distinct from the LZ, characterized by smaller nuclei and the absence of CD31-positive endothelial cells. Indica Labs’ Tissue Classifier module was used to differentiate between fetal blood vessels (lumen bound by CD31-positive endothelium) and other tissue of the LZ.

### Statistical analyses

Benjamini–Hochberg multiple testing correction [25] was applied to the RNA-seq differential expression data and only genes with FDR < 0.05 were considered significantly different between the two experimental conditions. For qPCR validation of RNA-seq differentially expressed genes, comparisons were made between Control and Obese placentae of the same sex, by Student’s *t* test.

Anthropometric parameters and qPCR of selected targets were analyzed by two-way analysis of variance (ANOVA) followed by Tukey’s multiple comparisons test to estimate the effects of maternal obesity and fetal sex at each time point.

For the morphological analyses, the effects of gestational age (E13 or E19), offspring sex (male or female), and maternal diet (regular chow or obesogenic diet) on placental phenotype were investigated by three-way ANOVA, and backwards stepwise elimination was used to come to a minimal model. Three-way ANOVA of the proportional area of the LZ that was fetal capillaries data revealed no significant effect of gestational age, maternal diet, or fetal sex. However, there was a borderline significant interaction between maternal diet and fetal sex (*P* = 0.055). In order to identify if a maternal diet effect was only present in one sex, these data were separated and sex-specific two-way ANOVAs (gestational age/maternal diet) were performed.

Only one sample from each litter was used for each analysis, except in the case of offspring and placental weights, in which each litter’s average was used as a single data point. Data are presented as mean ± standard error of the mean (SEM), and the threshold for significance was set at *P* < 0.05, unless stated otherwise. Statistical analyses were performed using R (R Core Team 2017) or Prism 6 (GraphPad Prism, La Jolla, CA, USA).

## Results

### Fetal and placental measurements

Fetal and placental weights were reduced in response to obesity and female placentae were smaller than those of males at both stages of gestation. There was no significant difference in the ratio of fetal to placental weight, although there was a trend (*P* = 0.05) toward higher placental efficiency in females at E19 (Table 1).

**Table 1:** Fetal and placental weights at E13 and E19.

	Control		Obese		*P* value	
	Males	Females	Males	Females	Maternal obesity	Sex
E13						
Fetal weight (g)	0.17 ± 0.01	0.16 ± 0.00	0.15 ± 0.01	0.14 ± 0.01	**0.003**	0.187
Placental weight (mg)	94.0 ± 2.2	88.9 ± 3.5	89.7 ± 2.1	78.7 ± 2.9	**0.015**	**0.008**
Fetal:placental ratio	1.84 ± 0.06	1.85 ± 0.06	1.66 ± 0.08	1.76 ± 0.08	0.079	0.452
E19						
Fetal weight (g)	1.23 ± 0.03	1.17 ± 0.03	1.02 ± 0.03	1.03 ± 0.02	**<0.0001**	0.339
Placental weight (mg)	93.8 ± 5.1	81.7 ± 5.3	82.8 ± 1.9	73.1 ± 2.7	**0.039**	**0.021**
Fetal:placental ratio	13.45 ± 0.76	14.77 ± 0.92	12.38 ± 0.37	14.28 ± 0.78	0.331	0.051

Values are mean ± SEM. *P* values < 0.05 indicated in bold show significant effect of maternal obesity and sex differences in the studied parameters according to two-way ANOVA followed by Tukey’s multiple comparisons test, using each litter’s average as a single data (Control Male *n* = 6 and 9, Control Female *n* = 6 and 9, Obese Male *n* = 7 and 7, Obese Female *n* = 7 and 6, respectively, at E13 and E19).

### RNA-seq, Ingenuity® Pathway Analysis and qPCR at term placentae

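RNA-seq counts RNA fragments gene by gene and was run on placentae of C57BL/6J mice collected at E19. Control dams received chow with 3% fat and 7% sugar. Obese dams received a diet with 20% fat and 10% sugar together with sweetened condensed milk of 55% sugar and 8% fat. The deposited table holds 4 Control libraries (RC60, RC61, RC73 and RC74), 4 Obese libraries (F112, F117, F120 and F136) and 4 libraries of obese dams that exercised until E17, a group the paper does not report. The paper states 2 Control and 3 Obese male placentae, and the sample labels name no fetal sex. Of the 24 ways to take 2 Control and 3 Obese libraries, 1 gave the fold changes of Supplementary Table S2, namely RC61 and RC73 against F112, F117 and F136. This match was found after the data were examined. Values are therefore given first over these 5 libraries and then over all 8. RC60, RC74 and F120 were not used for Table S2, for which the paper limits the RNA-seq to male placentae and names no library. The paper states that 1 sample from each litter was used for each analysis, which does not extend by name to the libraries it left out.
The paper describes a stranded total RNA kit, alignment to GRCm38 with TopHat and counting with Cufflinks. The sample labels name a TruSeq RNA kit, and the submitters' processing notes Bowtie 1.2.3 and build mm8. The deposited values are CPM (reads of a gene relative to the reads of its library) scaled by TMM, a method that corrects for differences in library composition. Each value was a whole multiple of what 1 read is worth (100% of values in each library, within 0.001 of a read), and the reads recovered in this way summed to 5491502 to 6172222 per Control library (median 5581560). In the Obese group the range was 5132069 to 29240625 (median 5765591), where the highest was F117 and the next was F120 with 6104683. Genes with a value over 1 in at least 4 libraries were compared on the log2(value + 0.5) scale by limma with a mean-variance trend and Benjamini-Hochberg adjustment, which left 12722 genes over the 5 libraries and 12759 over all 8. A fold change on this scale understates that of genes with low values. The test of the paper, the likelihood ratio test of edgeR, was run on the recovered reads as an alternative.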

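Mboat2, which encodes an acyltransferase of phospholipid synthesis, had higher values in Obese placentae, and no test called it over the 5 libraries of Table S2. It lies on chromosome 12 of GRCm38 from 24830879 to 24964397. Over these 5 it measured 28.5 ± 0.922 (SD, n = 3) in Obese and 18.1 ± 2.75 (SD, n = 2) in Control, a log2 fold change of 0.65 (standard error 0.13, adjusted p = 0.97 from limma and 0.22 from the likelihood ratio test of edgeR, and 0.172 at the lowest over the alternatives). Among the libraries not used, RC60 measured 13.1, RC74 16.0 and F120 24.3, and over all 8 libraries the log2 fold change was 0.74 (standard error 0.13, adjusted p = 0.0026 from the likelihood ratio test and 0.57 from limma, with 0.00161 to 0.999 over the alternatives). Nptx1, a secreted pentraxin known from neurons, had a log2 fold change of 1.36 over the 5 libraries and 1.09 over all 8, and Col7a1, a collagen, had 0.86 and 0.93. Ccdc43 had a log2 fold change of -0.45 over the 5 libraries and -0.49 over all 8, and Maoa, which degrades monoamines, had -0.28 and -0.33.
At an unadjusted p under 0.05, limma gave 600 of the 12722 genes over the 5 libraries, 346 higher and 254 lower in Obese, where chance alone gives 636.1. The likelihood ratio test gave 338, and 357 of 12560 genes when the value had to exceed 1 in each library. With all 8 libraries limma gave 888 genes, 386 higher and 502 lower, where chance gives 638, and the likelihood ratio test gave 658. The count moved with single libraries. It was 525 of the 8-library genes without F136, and over the 5 libraries it was 288 without F136 and 1007 without RC73.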

The RNA-seq at E19 detected a total of 350 transcripts differentially expressed in placentae of Obese compared to Control males considering a significance threshold of *P* < 0.05 (Fig. 1a, Supplementary Table S2). However, only nine genes remained significantly altered after correction for multiple testing (FDR < 0.05) (Fig. 1a, b). 

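Over the 5 libraries of Table S2, each of the 9 genes lay apart between the groups, with every Obese library above or below both Control libraries. Pi15, a peptidase inhibitor gene on chromosome 1 of GRCm38 (17601901 to 17630939), measured 9.75 ± 2.31 (SD, n = 3) in Obese and 2.75 ± 0.27 (SD, n = 2) in Control, a log2 fold change of 1.64 (standard error 0.23). Nup210, which encodes a nuclear pore protein (chromosome 6, 91013068 to 91116829), had a log2 fold change of 0.70 (standard error 0.093). Sez6l (chromosome 5, 112419151 to 112577185) had 0.73 (standard error 0.11), Gabrd, a GABA receptor subunit gene (chromosome 4, 155384980 to 155398112), 1.02 (standard error 0.21) and Sfrp4, which encodes a secreted Wnt antagonist (chromosome 13, 19623104 to 19632994), 0.75 (standard error 0.14). Rnf222, a ring finger gene (chromosome 11, 68888553 to 68895777), had -1.06 (standard error 0.21).
The log2 fold changes over all 8 libraries were 0.70 for Pi15 (standard error 0.56), 0.44 for Nup210 (0.12), 0.06 for Sez6l (0.27), 0.85 for Gabrd (0.19), -0.08 for Sfrp4 (0.42) and -1.14 for Rnf222 (0.29). Of these 6 genes, Gabrd and Rnf222 still lay apart between the groups. Xist, the transcript of the inactive X chromosome, was high in RC60 (356.8) and RC74 (274.7), with Y-linked transcripts near 0, and F120 had 63.1. The paper's values are of male placentae, so the 8 libraries may not be a like set. RC60 measured 20.2 for Pi15 and 142 for Sfrp4, above every other Control and Obese library. RC74, although it too had high Xist, measured 2.82 and 44.4, and F120 measured 4.48 and 27.8. The mean log2 value of decidual markers, a list tested below that holds Sfrp4, was 6.41 in RC60 and 5.70 to 6.15 in the other Control libraries. What sets RC60 apart was not tested. For Sez6l, RC60 with 92.7 and RC74 with 103 lay above all Obese libraries and F120 measured 57.1. For Nup210 the 3 libraries measured 33.6, 29.4 and 33.4, for Gabrd 4.09, 5.63 and 8.80, and for Rnf222 5.68, 8.10 and 1.60. Without RC60 the log2 fold change was 1.37 for Pi15 and 0.38 for Sfrp4, and without F120 that of Sfrp4 was 0.21. The log2 fold change of Sez6l was -0.19 without RC61, -0.08 without RC73, 0.23 without RC60 and 0.28 without RC74, and -0.0527 by the likelihood ratio test of edgeR.
At an adjusted p under 0.05, limma called 0 genes over the 5 libraries (600 at an unadjusted p under 0.05) and 0 over all 8 (888), and the quasi-likelihood test of edgeR also called 0 in both sets (581 and 861). The likelihood ratio test called 6 over the 5 libraries, which were Pi15, Sez6l, Nup210, Acta2, Rnf222 and Muc15, and DESeq2 called 7. With a value over 1 required in each of the 5 libraries, the likelihood ratio test called 10 genes, the 9 of Fig. 1b and Nptx1. With all 8 libraries it called 8, among them Acta2 and Muc15, and DESeq2 called 9. As the study chose the 9 genes on these libraries, their adjustment over the list alone, which 5 higher and 4 lower genes passed by limma over the 5 libraries, is not independent evidence of their direction.

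**Figure D1:**
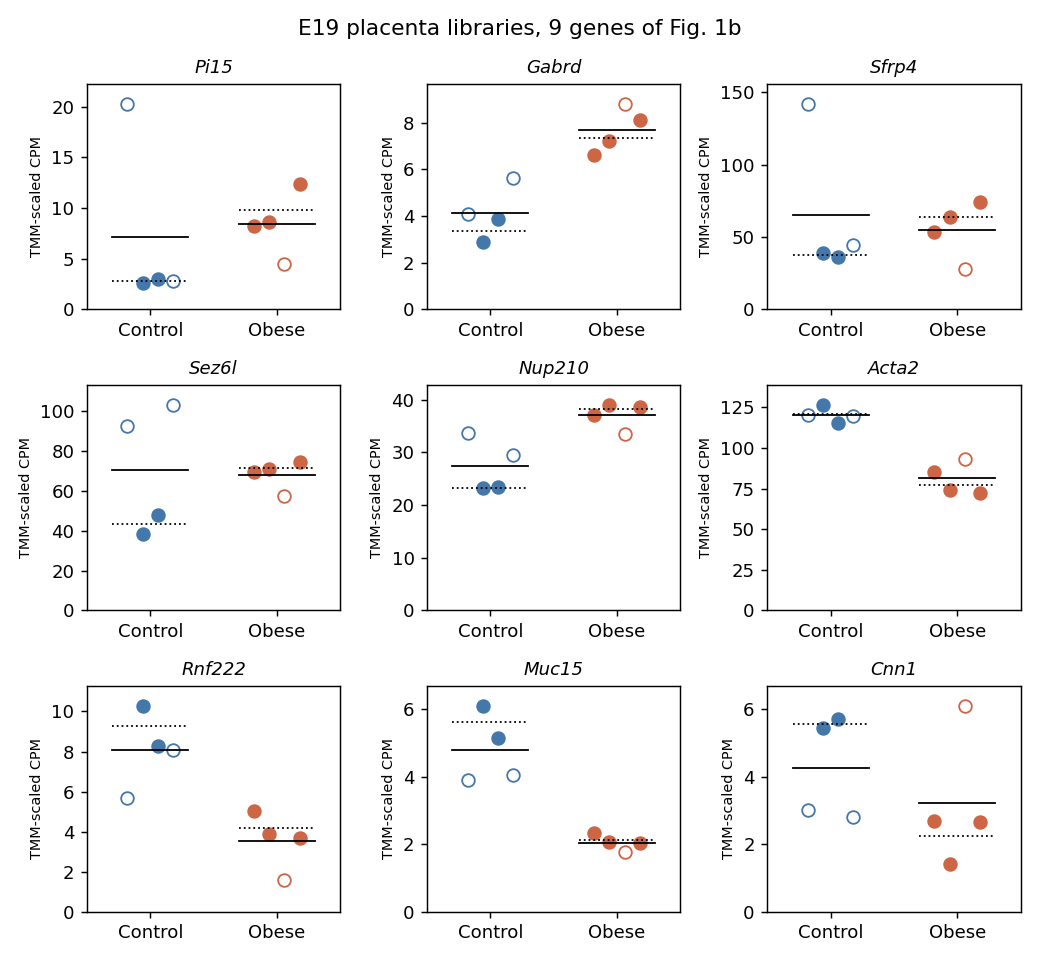
Values of the 9 genes of Fig. 1b in each E19 library, in CPM scaled by TMM, with Control libraries in blue and Obese libraries in orange. Filled points are the 5 libraries of Table S2 and open points the 3 not used, a solid line is the mean over 4 libraries and a dotted line the mean over the filled points. The open Control point at 20.2 in the Pi15 panel and at 142 in the Sfrp4 panel is RC60.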

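Transcripts of the mitochondrial genome were lower in Obese placentae as a group. By camera of limma with an estimated correlation their list did not pass (adjusted p = 0.538 over the 5 libraries and 0.29 over all 8). Of 12 measured, 12 were lower over the 5 libraries of Table S2 (median log2 fold change -0.27, and -0.15 without F136) and 12 over all 8 (median -0.29). mt-Nd3, a subunit of respiratory complex I, measured 167 ± 12.1 (SD, n = 3) in Obese and 209 ± 9.91 (SD, n = 2) in Control over the 5 libraries, and RC60 with 213, RC74 with 186 and F120 with 174 kept the groups apart. Genes of ribosomal proteins were slightly higher, 33 of 36 in both sets, with medians of 0.11 (0.0656 without RC61) and 0.10 (0.0494 without RC60). Markers of labyrinth trophoblast were lower in 12 of 16 over the 5 libraries (median -0.15) and in 15 of 16 over all 8 (median -0.31, and -0.20 without F120). The median over the 5 was 0.0487 without RC61, -0.0569 without F136, -0.25 without F117 and -0.35 without RC73. Among them Tfrc, the transferrin receptor, had a log2 fold change of -0.44 over the 5 libraries and -0.73 over all 8, where F120 measured 754 and Control libraries 1333 to 2365, and Dlx3 had -0.30 and -0.51.
Genes of glucose and amino acid transport were lower in 15 of 17 over all 8 libraries (median -0.30) and in 10 of 17 over the 5 (median -0.04). Without F120, 13 of 17 were lower with a median of -0.149. Slc2a3, a glucose transporter, had log2 fold changes of -0.37 and -0.16 in the same order, and Slc6a14, an amino acid transporter, -0.55 and -0.65. Imprinted genes were lower in 17 of 26 and 19 of 26 over the 5 and the 8 libraries, with Mest at -0.31 and -0.39. Markers of trophoblast giant cells were higher in 10 of 13 and 11 of 13, and Prl3d1, a placental lactogen gene, had log2 fold changes of 0.56 and 1.05, with F120 at 114 against 21.5 to 44.2 in Control libraries. Of the 5 libraries, leaving out F136 ended the camera calls of labyrinth trophoblast (adjusted p = 0.3), giant cells (0.356) and imprinted genes (0.143). With an estimated correlation none of these lists was called over the 5 libraries (0.642 for each). Reads of prolactin family, ribosomal protein and mitochondrial genes can be shared with near-identical copies.
These groups belong to 29 gene lists fixed after Table S2 had been read and before the deposited values were opened, and were tested with camera of limma at a preset correlation of 0.01. Adjusted p over the 5 and then over all 8 libraries was 8.6e-09 and 2.58e-11 for mitochondrial transcripts, 1.12e-06 and 1.75e-05 for ribosomal proteins, 0.0199 and 5.29e-06 for labyrinth trophoblast, 0.147 and 2.85e-05 for transport, 0.0157 and 6.29e-05 for imprinted genes, and 0.0214 and 4.23e-05 for giant cells. Without the genes of Table S2, which takes out the most changed members, camera over the 5 libraries gave 0.249 for labyrinth trophoblast, 0.204 for giant cells and 0.264 for imprinted genes. Mitochondrial and ribosomal lists still passed (1.73e-05 each). Over all 8 these 3 lists passed (0.000141, 0.000801 and 0.00113). With an estimated correlation the lowest adjusted p of any full list was 0.54 over the 5 libraries and 0.29 over all 8, so no call held. Among the 8 libraries, Xist was high in 2 of 4 Control and 0 of 4 Obese libraries. Adjusted over the list alone by limma, 2 mitochondrial transcripts passed over the 5 libraries and 9 over all 8.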

Ingenuity® Pathway Analysis (IPA) was used with a less stringent threshold (*P* < 0.05) to identify global changes in pathways and biological functions promoted by maternal obesity. 

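Several groups of maternal and stromal genes passed the test of their list over the 5 libraries of Table S2 and not over all 8. Genes of uterine natural killer cells were higher in Obese in 7 of 8 over the 5 libraries (median log2 fold change 0.58, camera adjusted p = 5.22e-06) and in 3 of 8 over all 8 (median -0.03, 0.813, with the direction of camera upward). With an estimated correlation, adjusted p over the 5 libraries was 0.538 for this list, as for macrophage, hypoxia, matrix and cardiac genes, and 0.6 for decidual markers. Without the genes of Table S2, camera at the preset correlation gave 0.459 for natural killer cell and for matrix genes. It gave 0.334 for decidual, 0.923 for macrophage and 0.565 for cardiac genes, while hypoxia genes passed (0.036). The mean log2 value of the natural killer cell list was 5.72 in RC60 and 3.64 to 3.85 in the other Control libraries, and that of decidual markers 6.41 in RC60 and 5.70 to 6.15 in the others. Decidual markers were higher in 16 of 19 (median 0.0769, 0.0205) and in 8 of 19 (median -0.0084, 0.752). For extracellular matrix genes the counts were 21 of 37 (0.0214) and 25 of 37 (0.0866), for macrophages and leukocytes 12 of 17 (0.0157) and 11 of 17 (0.0672), and for hypoxia genes 18 of 24 (0.0029) and 20 of 24 (0.0812). Transcripts of fetal red cells were higher in 7 of 10 over the 5 libraries (0.217) and lower in 7 of 10 over all 8 (median -0.50, 0.0078), and this call was lost without F120 (median -0.27, 0.171) or without RC60 (-0.33, 0.189). Genes of cardiac and striated muscle were lower in 6 of 10 (0.0205) and in 8 of 10 (0.00102), 4 of which passed over all 8 libraries, and 0 over the 5, when adjusted over the list alone. With an estimated correlation, adjusted p over all 8 was 0.29 for this list and 0.453 for fetal red cells. Without the genes of Table S2, camera at the preset correlation gave 0.985 and 0.00113 in the same order.
In all, 13 lists passed by camera at the preset correlation over the 5 libraries, 7 higher and 6 lower, and 10 over all 8, 2 higher and 8 lower. With an estimated correlation, and with fry of limma, 0 lists passed in either set. Without RC61, 7 lists passed over the remaining 4 of the 5 libraries. Decidual markers (0.769), macrophage genes (0.0982), cardiac genes (0.654) and hypoxia genes (0.489) were not among them. Without F117 the decidual (0.188) and matrix (0.108) calls were lost, without F112 those of macrophages (0.109) and matrix (0.0727), and without RC73 that of matrix (0.949). Spongiotrophoblast and glycogen cells (adjusted p 0.791 and 0.665 over the 5 and the 8 libraries), yolk sac endoderm (0.857 and 0.144), lipid uptake and storage (0.792 and 0.788), the response to amino acid stress (0.109 and 0.582), inflammation (0.429 and 0.67), early response and heat shock genes (0.217 and 0.67), sex-linked genes (0.857 and 0.299), the 9 genes of Fig. 1b (0.217 and 0.231) and the genes of the qPCR primers (0.857 and 0.764) did not pass by camera in either set. The median or mean of the uncalled lists of lipid uptake, qPCR primers and sex-linked genes lay on the other side of 0 from the direction of camera in at least 1 of the sets.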

The most significant diseases and bio functions are shown in Fig. 1c.

**Fig. 1:**
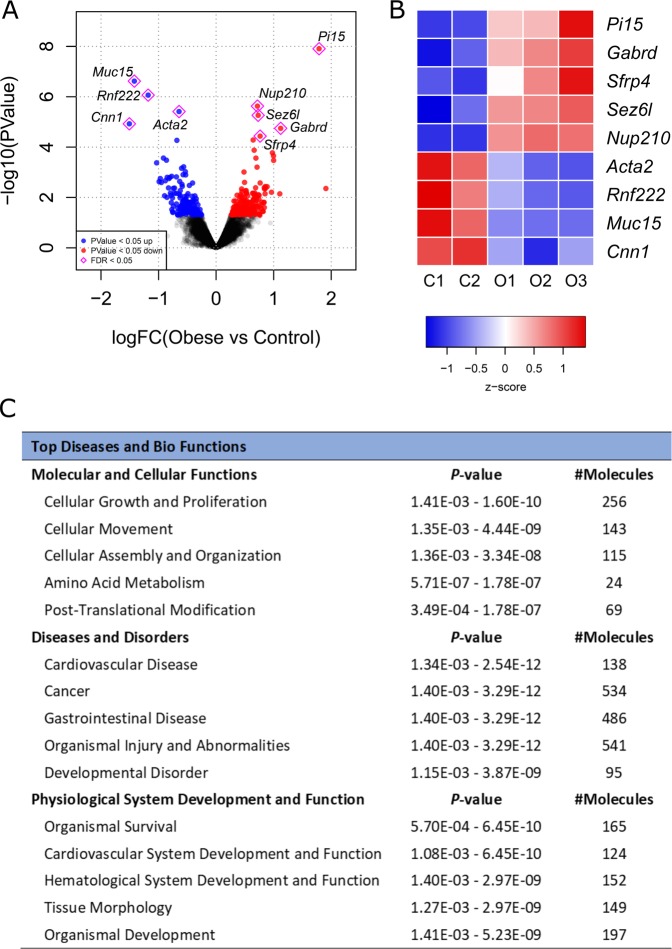
RNA-seq identification of differentially expressed genes between Control (C, *n* = 2) and Obese (O, *n* = 3) male mouse placentae at E19. **a** Volcano plot representing all detected transcripts, distributed according to −log10 *P* value in the *y*-axis and log2 fold change in the *x*-axis, with downregulated genes shifted to the left (*P* < 0.05 in blue) and upregulated genes shifted to the right (*P* < 0.05 in red). Significantly altered genes after correction for multiple testing (FDR < 0.05) are depicted with a pink diamond. **b** Heatmap representation of genes significantly regulated by maternal obesity using a cutoff FDR < 0.05, with scaled *Z*-score color key of normalized counts showing expression levels ranging from blue (lower) to red (higher). Genes are sorted from lowest to highest log2 fold change value**. c** Top diseases and bio functions from Ingenuity® Pathway Analysis (IPA) of the RNA-seq data with a threshold of *P* < 0.05, showing the most significant molecular and cellular functions dysregulated in the placenta by maternal obesity, sorted by *P* value.

Genes identified as significantly changed in response to obesity by RNA-seq (FDR < 0.05) were validated in a larger number of samples, all from independent litters, by qPCR (Fig. 2) and results were confirmed in eight out of the nine genes in E19 male placentae (i.e., *Pi15*, *Gabrd*, *Sez6l*, *Nup210*, *Acta2*, *Rnf222*, *Muc15*, and *Cnn1*). These genes were also examined in female placentae, however, only *Pi15*, *Nup210*, *Acta2*, *Rnf222*, and *Muc15* were significantly modulated by obesity (Fig. 2).

**Fig. 2:**
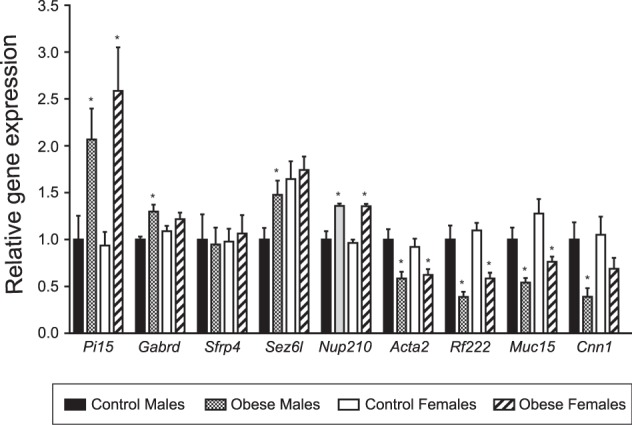
Validation of RNA-seq data by qPCR in E19 male and female placentae. qPCR results were normalized to the reference genes *Gapdh* and *Sdha* and are expressed as mean ± SEM in arbitrary units relative to Male Controls. *P < 0.05, determined by Student’s *t* test comparing qPCR data of same sex Control vs Obese, *n* = 9/group.

### Placental gene expression at different gestational ages

All nine genes found differentially expressed in obese male placentae at E19 were then investigated in E13 placentae (Fig. 3a). *Pi15*, *Nup210*, and *Sez6l* were upregulated by maternal obesity in both sexes at mid-gestion. *Gabrd* mRNA levels, which were upregulated in Obese male placentae at E19, was downregulated by maternal obesity at E13. *Muc15*, *Nup210*, and *Acta2* expression was higher in females compared to males at E13. *Rnf222* and *Cnn1* were not differentially expressed in either sex at E13, however, their transcript levels were very low compared to E19.

**Fig. 3:**
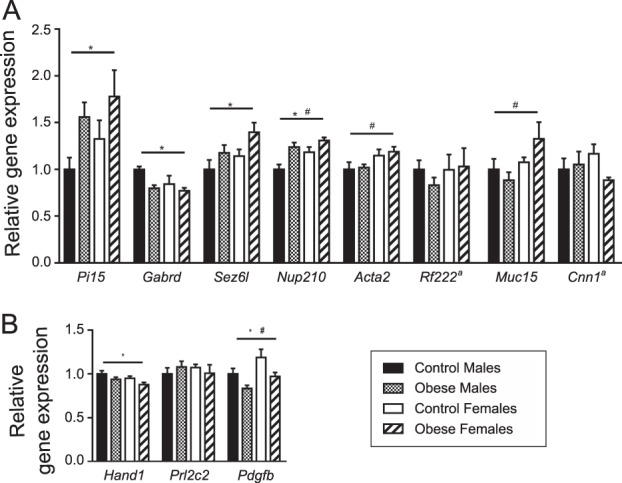
qPCR expression in E13 male and female placentae. **a** Validated RNA-seq genes**. b** *Hand1*, required for trophoblast giant cell (TGC) differentiation; *Prl2c2*, a marker of spiral artery-associated TGC and canal-associated TGC; *Pdgfb*, a growth factor that regulates placental labyrinthine layer development. qPCR data were normalized to the reference genes *Gapdh* and *Pmm1*. Results are shown as mean ± SEM in arbitrary units relative to Male Control average expression. *Denotes maternal obesity effect (*P* < 0.05) and # denotes sex difference (*P* < 0.05), according to two-way ANOVA, *n* = 10/group. ª*Rnf222* and *Cnn1* expression levels were low at E13 placentae, with average Cq values above 31 and 29, respectively.

Since genes involved in spiral artery remodeling (*Muc15* and *Cnn1*) and labyrinthine pericytes (*Acta2*) that were found to be dysregulated in obese placentae at E19 were not affected at E13, we additionally measured the expression of candidate genes recognized as relevant for these processes at mid-gestation. Both *Hand1* and *Pdgfb* were downregulated by maternal obesity in both sexes, but no differences were observed in *Prl2c2* (Fig. 3b).

### Immunofluorescent staining of placental morphology

Phenotypic analyses were also conducted by immunofluorescent staining of targets within pathways identified by IPA. The marker Ki67 was used to investigate cellular growth and proliferation. Cellular movement, assembly, and organization were assessed through analyses of LZ size and fetal vasculature structure, using CD31 as a marker of fetal endothelial cells.

E19 placentae had fewer cells (*P* < 0.05, Fig. 4a–c) and a lower proportion of proliferating cells across the whole placenta (*P* < 0.01, Fig. 4d–h) compared to E13. These parameters were not affected by offspring sex or maternal diet.

**Fig. 4:**
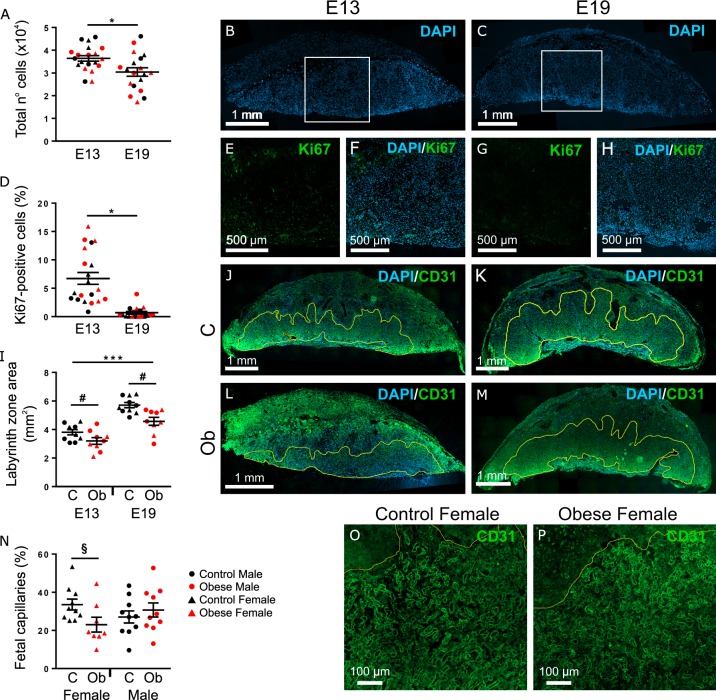
Immunofluorescent staining of targets related to the top three molecular and cellular functions shown in IPA. All analyses were conducted in both male and female placentae of mothers fed either regular chow (C, Control group) or obesogenic diet (Ob, Obese group), at E13 and E19. **a**–**c** The total number of cells in the placenta decreased between E13 (*n* = 20) and E19 (*n* = 19). **d**–**h** The proportion of Ki67-positive cells across the whole placenta decreased between E13 (*n* = 20) and E19 (*n* = 19). **i**–**m** The size of the labyrinth zone increased between E13 and E19, and was reduced in response to maternal obesity (C *n* = 10, Ob *n* = 9, at each time point). **n**–**p** The proportion of fetal capillaries within the labyrinth zone was decreased by maternal obesogenic diet in females (C *n* = 10, Ob *n* = 9). **a**, **d**, **i**, **n** Results are shown as mean ± SEM. Gestational age differences are denoted by *P < 0.05, **P < 0.001, or ***P < 0.0001, and maternal obesity effect is indicated by ^#^*P* < 0.001, according to three-way ANOVA. §Denotes maternal obesity effect (*P* < 0.05), determined by two-way ANOVA analysis of E13 and E19 female placentae only.

The size of the LZ was significantly reduced in placentae from obese dams (*P* < 0.01, Fig, 4i–m). There was a significant increase in LZ size from mid-gestation to term (*P* < 0.01, Fig. 4i). Labyrinthine vascular organization was analyzed by the proportion of the total LZ area that was fetal blood vessels. A reduced model considering males and females separately by two-way ANOVA (gestational age/maternal condition) detected a reduction in area bound by fetal capillaries within the LZ in female placentae of obese dams (*P* < 0.05, Fig. 4n–p). Representative images of male placentae are shown in Supplementary Fig. S4.

## Discussion

The RNA-seq analysis revealed a total of 350 transcripts differentially expressed in Obese male placentae at term. Among the top downregulated transcripts, *Muc15, Cnn1* and *Acta2* were of particular significance as these genes are required for appropriate development of placental vasculature and related to key pathways identified by IPA such as cellular movement, assembly and organization. 

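Muc15, a mucin gene on chromosome 2 of GRCm38 (110721340 to 110739527), measured 2.14 ± 0.167 (SD, n = 3) in Obese and 5.62 ± 0.659 (SD, n = 2) in Control over the 5 libraries of Table S2, a log2 fold change of -1.21 (standard error 0.22). Over all 8 libraries it was -1.04 (standard error 0.19), and RC60 with 3.91, RC74 with 4.05 and F120 with 1.76 left no overlap between the groups. The likelihood ratio test of edgeR gave an adjusted p of 0.00639 over the 5 libraries (0.00216 to 0.9997 over the alternatives) and 0.00793 over all 8 (0.00161 to 0.999). Acta2, smooth muscle actin (chromosome 19, 34241090 to 34255590), measured 77.4 ± 7.03 (SD, n = 3) in Obese and 121 ± 7.77 (SD, n = 2) in Control, a log2 fold change of -0.64 (standard error 0.098). RC60 measured 120, RC74 119.7 and F120 93.5, and over all 8 libraries the log2 fold change was -0.57 (standard error 0.086). This was the smallest p of the 8-library comparison, with an adjusted p of 0.0021 from the likelihood ratio test and 0.53 from limma (0.000118 to 0.999 over the alternatives).
Cnn1, calponin (chromosome 9, 22099216 to 22109630), was low in all libraries. It measured 2.25 ± 0.717 (SD, n = 3) in Obese and 5.57 ± 0.184 (SD, n = 2) in Control over the 5 libraries, a log2 fold change of -1.18 (standard error 0.28). The 3 libraries not used measured 3.02 in RC60 and 2.82 in RC74, below both Control libraries of Table S2, and 6.08 in F120, above all Obese ones, and over all 8 libraries the log2 fold change was -0.44 (standard error 0.36). It was -0.17 without F117, -0.29 without RC73 and -0.76 without F120. Adjusted p from the likelihood ratio test was 0.0714 over the 5 libraries and 0.9999 over all 8. As RC60 and RC74 had high Xist, the 8 libraries may not be a like set to the paper's male placentae. Muc15 lies within Ano3, which is transcribed from the opposite strand, and the sources used here do not say whether counting used the strand.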

Previous studies have shown that *Muc15* suppresses the migration/invasion of trophoblast like-cells in vitro, a process implicated in blood vessel remodeling in the maternal–fetal interface [26]. *Cnn1* is largely expressed by smooth muscle cells [27] which line the uterine blood vessels and are lost in the normal remodeling of maternal spiral arteries during placental development [28]. *Acta2* is a marker of pericytes which surround fetal endothelial cells during blood vessel development in the mouse LZ [29].

These data together suggest that exposure to maternal obesity affects the remodeling of maternal spiral arteries and the development of fetal blood vessels within the LZ, both of which are crucial for adequate nutrient and oxygen transfer across the placenta [28] and possibly linked to the uteroplacental hemodynamic alterations present in preeclampsia and intrauterine growth restriction [30–32]. 

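Genes of smooth muscle contraction were lower in Obese placentae over the 5 libraries of Table S2. Of 19 measured, 16 were lower (median log2 fold change -0.23), and 6 of them passed when adjusted over the list alone (adjusted p of the list 0.54 with an estimated correlation). The list holds Acta2 and Cnn1, which the study had picked from these libraries. Without these 2 genes 14 of 17 were lower (median -0.20), 3 passed over the list alone and camera gave an adjusted p of 0.00131, and without all 6 members that are in Table S2 it gave 0.459. The median of the 19 was -0.09 without RC61 and -0.37 without F112. Tagln, an actin-binding protein of smooth muscle, had a log2 fold change of -0.66 (standard error 0.13), Myh11, the smooth muscle myosin heavy chain, -0.52 (0.11) and Myl9, a myosin light chain, -0.59 (0.14). Over all 8 libraries 15 of 19 were lower (median -0.15, and -0.0901 without F117), 2 of which passed over the list alone. The list did not pass with an estimated correlation (adjusted p = 0.34). Without Acta2 and Cnn1, 1 of 17 passed over the list alone (camera adjusted p = 0.00922). Without all 6 members in Table S2 it was 0 of 13 (median -0.0706, camera adjusted p = 0.336). Over all 8 Tagln was -0.46 (0.15), Myh11 -0.33 (0.17) and Myl9 -0.46 (0.11). F120 measured 43.4 for Tagln and 77.6 for Myh11, above the Control means of 42.4 and 64.5, while RC60 and RC74 measured 41.6 and 41.2 for Tagln and 63.8 and 65.1 for Myh11. Reads of Tagln can be shared with Pcsk7, which overlaps it.
Endothelial markers were lower in 17 of 24 over the 5 libraries (median -0.24, and -0.16 without F136) and in 19 of 24 over all 8 (median -0.27), with an adjusted p of the list that also missed 0.05 with an estimated correlation. Tek, the angiopoietin receptor of endothelial cells, had log2 fold changes of -0.26 and -0.28, Adgrl4 -0.37 and -0.32, and Emcn, endomucin, -0.34 and -0.61. Pericyte markers went both ways, with 6 of 12 lower over the 5 libraries and 9 of 12 over all 8. Mcam, an adhesion molecule of vessels, had -0.35 and -0.38, and Kcnj8, a potassium channel of pericytes, 0.47 and 0.70. Of the PDGF genes, Pdgfb had -0.56 and -0.53, Pdgfa -0.30 and -0.33 and Pdgfc -0.61 and -0.44. Angpt1, the ligand of Tek, had -0.77 and -0.62.
Adjusted p from camera, over the 5 and then over all 8 libraries, was 8.45e-06 and 0.000538 for contractile genes and 7.47e-05 and 4.48e-08 for endothelial markers. With an estimated correlation it was 0.538 and 0.34 for contractile genes and 0.538 and 0.29 for endothelial markers, so that neither call held. By camera it was 0.8 and 0.18 for pericytes, 0.0749 and 0.157 for PDGF ligands and receptors, and 0.791 and 0.0528 for VEGF, angiopoietin and Notch signalling. Over the 5 libraries the medians of the pericyte and VEGF lists were 0.0214 and 0.023 while the direction of camera was downward. Of the 6 measured members of the PDGF list, 3 were higher and 3 lower over the 5 libraries, and 2 and 4 over all 8. When adjusted over the list alone, 3 lower genes passed over the 5 libraries and 0 over all 8. Table S2, made from these 5 libraries, holds these 3 genes, so their passing is no independent evidence. Without them 3 of 3 were higher over the 5 libraries (median 0.15) and 0 passed over the list alone. The paper proposes that maternal obesity alters the remodeling of spiral arteries and the growth of fetal vessels in the LZ. It draws this from the lower Muc15, Cnn1 and Acta2 and their known parts in trophoblast invasion, arterial smooth muscle and labyrinth pericytes. By qPCR in other litters it found these genes changed in E19 males as well, and Muc15 and Acta2 also in females. It further reports lower Pdgfb at E13, a smaller LZ and, in females only, a smaller share of fetal capillaries in the LZ. None of these measurements was analysed here.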

Obese women are two to three times more likely to develop preeclampsia [33] and hypertensive obstetric complications are generally associated with small-for-gestational age neonates [34]. Here, we see significant growth restriction in the fetus which may result from poor uteroplacental perfusion in addition to placental hypoxia previously suggested in this model [20].

Furthermore, the RNA-seq analysis identified several genes that have not been functionally described in placental tissue thus far, but are conserved in humans and rodents. *Pi15* encodes a peptidase inhibitor that may regulate extracellular matrix modifications [35] and has been implicated in vascular defects in rat aorta [36], though its role in placental vascularization is unknown. *Gabrd* gene encodes the delta subunit of gamma-aminobutyric acid type A receptor (GABA_A_). GABA_A_ activation impacts stromal cell proliferation and apoptosis during decidualization [37] and increased expression of its pi subunit (*GABRP*) has been detected in preeclamptic placentae [38]. NUP210 is a major component of the nuclear pore complex and is required for regulation of gene expression during differentiation and cell fate determination, as demonstrated in myoblasts and embryonic stem cells [39]. Although the function of SEZ6L is not well understood, it has been shown both in mice and in vitro that this protein is almost exclusively processed by β-site APP cleaving enzyme (BACE) [40]; BACE1 and BACE2 are abundantly expressed in human placentae and are upregulated in pregnancies complicated with preeclampsia [41]. Lastly, *Rnf222* is also a protein-coding gene; however, no functional description has been found.

Although information on these genes in placentae is currently limited, it must be noted that a large number of placental genes and related phenotypes remain uncharacterized. Recent efforts to systematically identify the genes required for normal embryogenesis are still unravelling many previously underappreciated placental defects [42]. Thus, our findings might represent novel targets that could be implicated in the pathophysiology of maternal obesity and associated adverse outcomes in the offspring. Moreover, additional genes might have been identified if a larger sample size was used in the RNA-seq analysis.

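With all 8 libraries, 2 Control placentae and 1 Obese placenta more than the 5, the likelihood ratio test of edgeR called Prl2c2, Plekhg4 and Lpar4 beside Mboat2, Nptx1, Ccdc43, Acta2 and Muc15. It no longer called Pi15, Sez6l, Nup210 and Rnf222, which it had called over the 5 libraries. Both added Control libraries, RC60 and RC74, are those with high Xist. Prl2c2, a proliferin gene of giant cells with near-identical copies, had a log2 fold change of 0.70 over all 8 libraries and 0.53 over the 5 of Table S2. Plekhg4, a guanine nucleotide exchange factor gene, had 1.73 and 1.40 at low values, 4.03 ± 1.62 (SD, n = 4) in Obese and 0.925 ± 0.687 (SD, n = 4) in Control, with RC60 at 0.178, RC74 at 0.88 and F120 at 3.04. Lpar4, a receptor of lysophosphatidic acid chosen after its values were seen, had -1.12 over all 8.
Genes whose libraries did not overlap between the groups numbered 2658 over the 5 libraries (20.89%, where chance gives 20%) and 523 over all 8 (4.1%, where chance gives 2.86%). In simulated data with the depths and spread of these libraries and 200 changed genes, limma recovered 10.3% of genes changed 1.5-fold, 61.5% of those changed 2-fold and 90.2% of those changed 4-fold with the 5 libraries. With all 8 it recovered 42.6%, 89.4% and 97%. The likelihood ratio test recovered 32.4%, 86.2% and 98.4% with the 5 libraries and 57.4%, 93.9% and 100% with all 8. At an adjusted p under 0.05 it also made 35 false calls with the 5 libraries and 28 with all 8, and limma made 17 and 8. False calls were a larger share of calls than that threshold implies, except by limma with all 8 libraries.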

When comparing both timepoints, most transcripts exhibited a different expression pattern, including *Muc15*, *Cnn1*, and *Acta2* which were not affected by obesity at E13. This could be due to low functional relevance of these transcripts at mid-pregnancy rather than absence of alterations in related cellular processes, as illustrated by low *Cnn1* mRNA levels in our analysis at E13 compared to E19 (data not shown). In fact, the mouse placenta undergoes a transcriptome transition from the “development phase” of organogenesis to the “mature phase” at mid-pregnancy [43].

Thus, we next used the IPA data to identify genes which were previously shown to be both highly expressed at mid-pregnancy and pivotal to spiral artery remodeling and formation of fetal blood vessels in the LZ. *Hand1*, which is required for trophoblast giant cell (TGC) differentiation [44], was downregulated in placentae of obese dams. However, maternal obesity had no effect on the expression of *Prl2c2*, a marker of TGC that line maternal blood canal spaces and spiral arteries in the definitive placenta [45]. Considering the complexity of spiral artery remodeling and the limited number of transcripts that were analyzed here, it remains to be established whether the alterations occur only later in development or if other mechanisms are involved.

On the other hand, the growth factor *Pdgfb* was downregulated in response to obesity at E13 and could be a relevant link to other molecular and phenotypic observations in our model. It has been shown that *Pdgfb*-deficient placentae exhibit defective labyrinthine development, with alterations in fetal blood vessel structure and reduced numbers of pericytes from mid-pregnancy until term, leading to growth restriction in PDGFB −/− embryos [29]. Here, lower expression of the pericyte marker *Acta2* was detected by RNA-seq and confirmed by qPCR in obese placentae at E19. In addition, defects in LZ morphology and FGR were observed in response to maternal obesity at E13 and persisted until E19.

As shown by our immunofluorescence staining, male and female placentae from Obese dams exhibited reduced LZ area, which is the primary site of gas, nutrient and waste exchange between the maternal and fetal circulations in the mouse [28], and a decrease in the proportion of fetal blood vessels within the LZ was also evident in females. This is further corroborated by recent evidence of lower vascularity in placentae of high fat diet-fed dams both at mid-pregnancy and near term, which was associated with placental transcriptome alterations in early stages of development and FGR [17]. In addition, it has been suggested that defects in placental villi vasculature seen in obese human pregnancies could be partly due to obesity-associated tissue hypoxia [46], which is also consistent with our model [20].

Next, we used IPA to investigate the mechanism behind this reduction in LZ area. Cellular growth and proliferation were pointed out as the main molecular and cellular functions affected by obesity. 

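Genes of the cell cycle lay on both sides of 0. Of 33 measured proliferation genes, 17 were higher and 16 lower in Obese over the 5 libraries of Table S2 (camera adjusted p = 0.791), and 13 were higher and 20 lower over all 8 (0.36). Ccnd1, cyclin D1, measured 19.2 ± 1.47 (SD, n = 3) in Obese and 28.7 ± 4.2 (SD, n = 2) in Control over the 5 libraries, a log2 fold change of -0.57 (standard error 0.13). RC60 measured 19.9, RC74 33.8 and F120 19.2, and over all 8 the log2 fold change was -0.50 (standard error 0.15). Mki67, which encodes the Ki67 protein, had -0.38 (standard error 0.20) over the 5 libraries and -0.30 (standard error 0.14) over all 8, with 9.41 in RC60, 8.98 in RC74 and 8.32 in F120. Of 24 genes of apoptosis, 16 were higher over the 5 libraries (0.225) and 17 over all 8 (0.144). The median of the proliferation genes over the 5 libraries was 0.0031 and their mean -0.0313, with the direction of camera downward.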

Surprisingly, however, maternal obesity had no effect on the number of Ki67-positive cells in the placenta. Abnormalities in placental size are often associated with disruption of cellular growth and/or apoptosis [47–49]. Thus, it is possible that other mechanisms such as cell death could explain our results, although limitations to our analysis, which was not zone-specific, cannot be discounted. In this regard, it has been shown in a mouse model of high fat diet-induced obesity through phosphohistone H3 staining that the proliferating cells in placenta are mostly restricted to the labyrinthine layer and appear reduced in response to obesity within this region [50].

Despite these morphological disturbances, changes in tissue structure that are expected to occur from mid-pregnancy until term seemed preserved in obese placentae. The LZ is well-reported to expand as pregnancy progresses, so that the transport capacity of the placenta can meet the nutrient demands of the growing fetus [50–52]. Accordingly, we found that labyrinth area increased between E13 and E19, irrespective of maternal diet.

We also observed significant differences in placentae which are specific to fetal sex. Female placentae were smaller than male counterparts at all timepoints and maternal conditions, which is consistent with observations from both human cohorts [53] and studies in mice [19, 54]. Moreover, we found sex differences in a subset of genes, with females exhibiting slightly increased expression. Similarly, global transcriptomic analysis in normal full-term human placentae revealed higher overall mRNA levels in females compared to males [55]. Sexual dimorphism in the context of developmental programming is increasingly commonly reported [56]. How these relate to sex-specific responses of the placenta to a suboptimal environment remain to be determined.

Overall, we have shown through genome-wide analysis that maternal obesity induces a dysregulation of transcripts and pathway interactions related to placental vasculature and structure. FGR, as well as changes in placental morphology and a gene expression signature associated with impaired labyrinthine development, were detectable at mid-pregnancy, suggesting an enduring negative effect of maternal obesity over these processes. The LZ is the exchange region of the murine placenta and reductions in its size and vasculature may impair the transport of nutrients from the maternal circulation to the developing fetus, thus restricting its growth. Disruption of placental structure could thus represent an important factor contributing to the development of FGR in pregnancies complicated by maternal obesity. Moreover, novel targets were revealed by our RNA-seq analysis. Characterizing their functional roles in the placenta will help us better understand the processes mediating the effects of maternal obesity on offspring outcomes and potentially inform suitable interventions.

## Supplementary information

Supplementary Figure S1

Supplementary Figure S2

Supplementary Figure S3

Supplementary Figure S4

Supplementary Table S1

Supplementary Table S2

# Supplementary material for: Impact of maternal obesity on placental transcriptome and morphology associated with fetal growth restriction in mice
**Source:** Int J Obes (Lond). 2020 Mar 13;44(5):1087–96. doi: 10.1038/s41366-020-0561-3
**Supplement:** Supplementary file 1 — Supplementary Figure S1

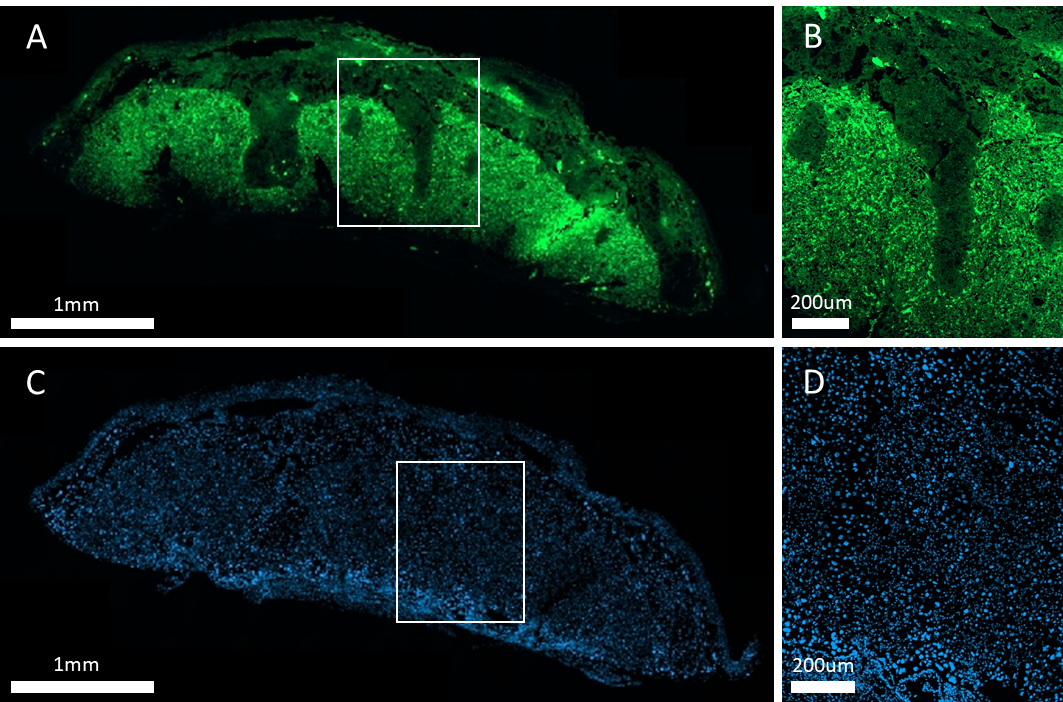

# **Supplementary Figure S1.** (A, B) Representative images illustrating need to quench autofluorescence when immunostaining formalin-fixed placentae. Placenta section subjected to antigen retrieval, blocked with 3% goat serum and then incubated in 1.5% goat serum in TBST only - no primary or secondary antibodies applied. Section was then mounted without DAPI staining or treatment with Vector TrueVIEW Autofluorescence Quenching Kit​. Therefore, all fluorescence seen is autofluorescence. (C, D) Negative control of immunofluorescent staining. Placenta section taken through full staining protocol as described, except with primary antibody incubation omitted. Staining shows DAPI (blue) but no evidence of non-specific staining by secondary antibody (green).

# Supplementary material for: Impact of maternal obesity on placental transcriptome and morphology associated with fetal growth restriction in mice
**Source:** Int J Obes (Lond). 2020 Mar 13;44(5):1087–96. doi: 10.1038/s41366-020-0561-3
**Supplement:** Supplementary file 2 — Supplementary Figure S2

**
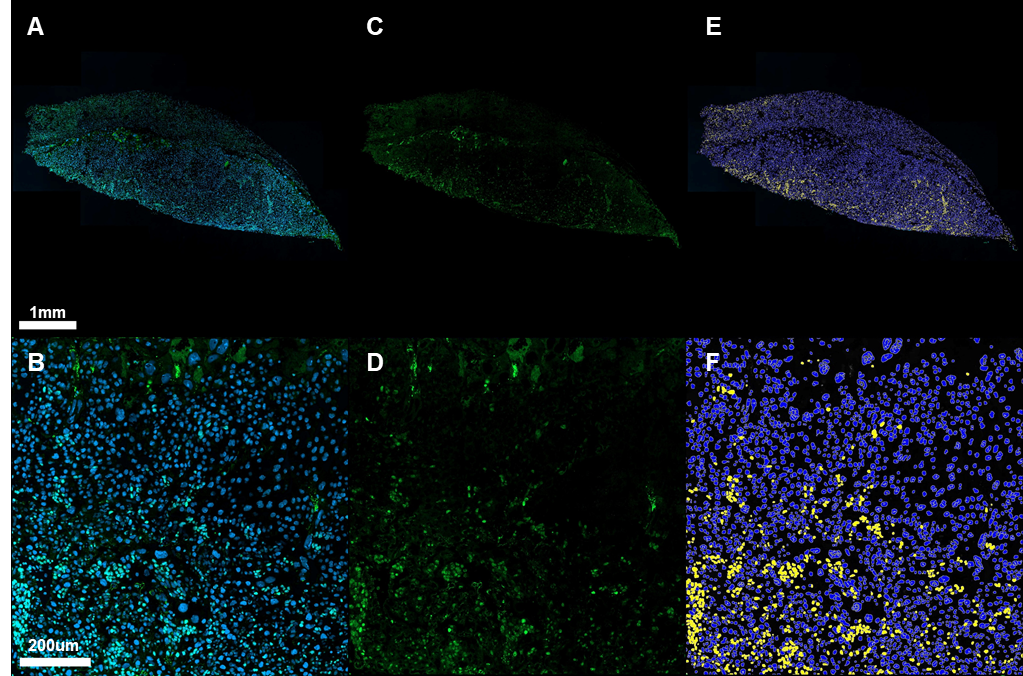
**

# **Supplementary Figure S2.** Immunofluorescent staining of Ki67 and analysis of cell proliferation. (A, B) Placental section stained for Ki67 (green) and DAPI (blue), or (C, D) Ki67 only; (E, F) HALO analysis output showing Ki67-negative (purple) and positive (yellow) nuclei.

# Supplementary material for: Impact of maternal obesity on placental transcriptome and morphology associated with fetal growth restriction in mice
**Source:** Int J Obes (Lond). 2020 Mar 13;44(5):1087–96. doi: 10.1038/s41366-020-0561-3
**Supplement:** Supplementary file 3 — Supplementary Figure S3

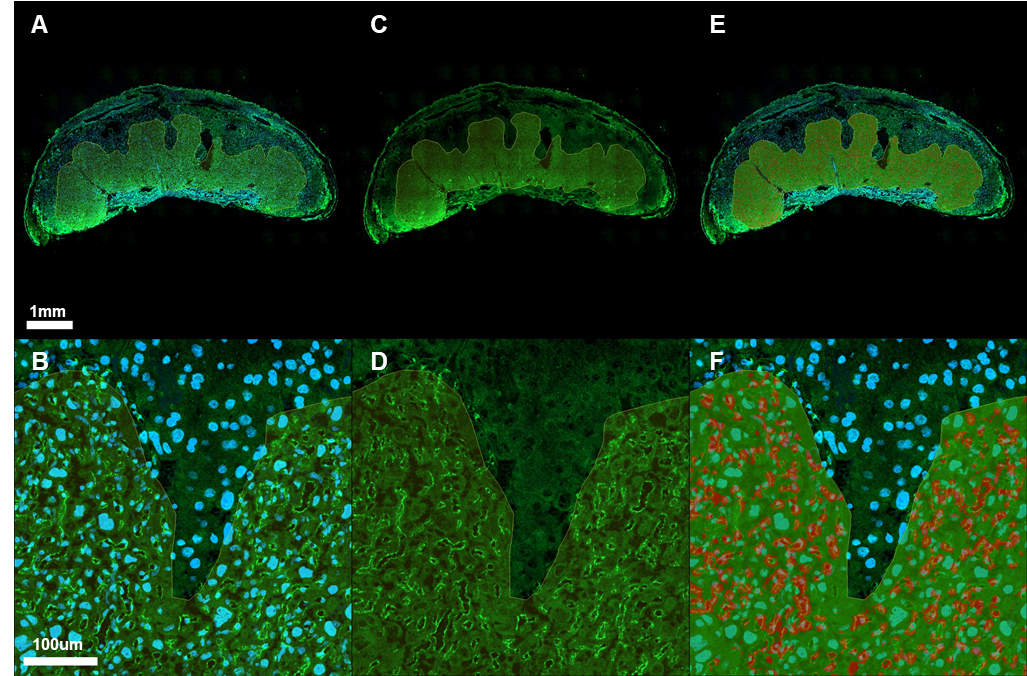

# **Supplementary Figure S3.** Immunofluorescent staining of CD31 and analysis of labyrinth fetal vasculature. **(A, B)** Placental section stained for CD31 (green) and DAPI (blue), or **(C, D)** CD31 only; **(E, F)** HALO analysis output showing regions of the labyrinth zone classified as fetal blood vessels (red) or other tissue (green).

# Supplementary material for: Impact of maternal obesity on placental transcriptome and morphology associated with fetal growth restriction in mice
**Source:** Int J Obes (Lond). 2020 Mar 13;44(5):1087–96. doi: 10.1038/s41366-020-0561-3
**Supplement:** Supplementary file 4 — Supplementary Figure S4

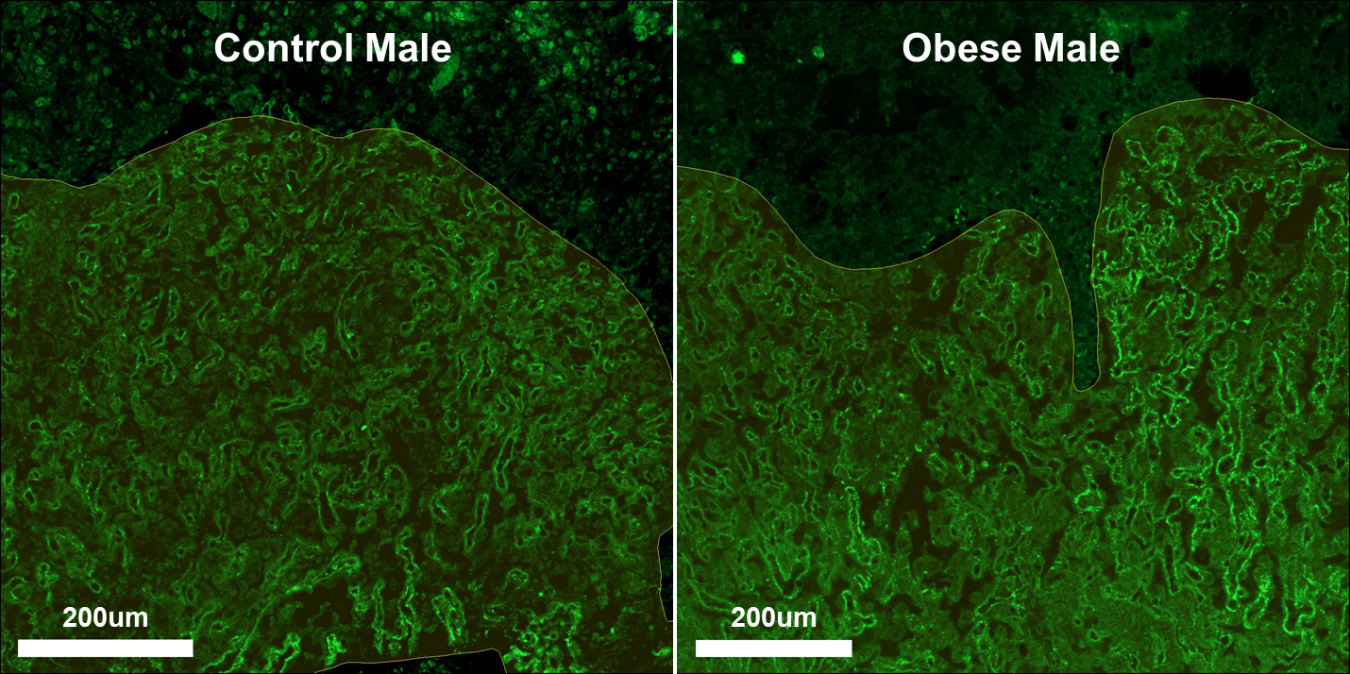

# **Supplementary Figure S4.** Immunofluorescent staining of CD31 in male placentae. The proportion of fetal capillaries within the labyrinth zone of male placentae was not affected by maternal obesity or gestational age, determined by two-way ANOVA analysis.

# Supplementary material for: Impact of maternal obesity on placental transcriptome and morphology associated with fetal growth restriction in mice
**Source:** Int J Obes (Lond). 2020 Mar 13;44(5):1087–96. doi: 10.1038/s41366-020-0561-3
**Supplement:** Supplementary file 5 — Supplementary Table S1

**Supplementary Table S1.** Specific sequences of primer pairs

| **Gene symbol** | **Forward primer sequence (5' to 3')** | **Reverse primer sequence (5' to 3')** |
| --- | --- | --- |
| *Acta2* | AATGTCCCCGCCATGTATGTG | CCATCTCCAGAGTCCAGCACA |
| *Cnn1* | TGCGCTTGTCTGTGTCATCT | TCTGGGCCAGCTTGTTCTTT |
| *Gabrd* | TGCCTGGTTCCATGATGTGAC | TACTTGGCGAGGTCCATGTCA |
| *Gapdh* | CAACGGGAAGCCCATCAC | GCCTCACCCCATTTGATGTT |
| *Hand1* | AGATCAAGACTCTGCGCCTG | TGCTGAGGCAACTCCCTTTTC |
| *Muc15* | CCCAAATACATCAGACACCCCA | TCTGTTTTCCGTTGTCCACACA |
| *Nup210* | TCCGTGTGTTGGACTTCTACA | ATGTGGCCGTGTAGTTGTCTA |
| *Pdgfb* | GGAGTCGGCATGAATCGCT | CAGCCCCATCTTCATCTACGG |
| *Pi15* | ATCATAATCAAGTCCGGGGCA | AGAAGGTCCATGGTCCCAAAT |
| *Pmm1* | ATCCGGGAGAAGTTTGTGGAA | GCTGTCTTCATCCAGGCTGTC |
| *Prl2c2* | GGCTCAGAGACAAAAGCCCC | GATCGTCCAGAGGGCTTTCC |
| *Rnf222* | TGAAGAATGCTCGGACATGGC | TCTCATAGCACACAGGGCACT |
| *Sdha* | TTCCGTGTGGGGAGTGTATTG | ATTCTGCAGCTCCAGGGTCTC |
| *Sez6l* | GGCACCACCATCCAGTACACC | CCAGGGACTCCTCAGAGACACA |
| *Sfrp4* | CCAATTCCTCCTGCCAGTGT | GAAGCATCATCCTTGAACGCC |
| *Ywhaz* | GAAAAGTTCTTGATCCCCAATGC | TGTGACTGGTCCACAATTCCTT |

# Supplementary material for: Impact of maternal obesity on placental transcriptome and morphology associated with fetal growth restriction in mice
**Source:** Int J Obes (Lond). 2020 Mar 13;44(5):1087–96. doi: 10.1038/s41366-020-0561-3
**Supplement:** Supplementary file 6 — Supplementary Table S2

**Supplementary Table S2.** RNA-seq identification of differentially expressed genes between Control (n=2) and Obese (n=3) male placentae at E19 (*P* < 0.05 threshold)

Transcripts are sorted according to FDR values. ^a^ log2 Fold Change; ^b^ log2 Counts Per Million; ^c^ False Discovery Rate.

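Table S2 lists, for each of 350 transcripts, the log2 fold change of Obese over Control, the mean level, the p-value and the FDR from the likelihood ratio test of edgeR. All 350 are in the deposited table, and 192 were higher and 158 lower in Obese. The same test on the recovered reads of RC61 and RC73 against F112, F117 and F136 gave log2 fold changes with Pearson r = 0.99997 to those of the paper across genes, which are not independent replicates. The median difference was 0.00156, the largest 0.0264, and 350 of 350 lay within 0.05. The next closest set, with F120 in place of F136, had r = 0.95494, a median difference of 0.0924 and 95 genes within 0.05. The sets were told apart by these values, so that the closeness of the 5 libraries to Table S2 is no independent evidence.
By limma, 341 of the 350 genes had the direction of the paper over all 8 libraries, of which 5 made Table S2. Another split of these 8 libraries into 4 and 4 gave 346, and it also kept RC61 and RC73 apart from F112, F117 and F136. In the 3 libraries not used, F120 against RC60 and RC74, 60.3% of the 350 had it. Xist, the transcript of the inactive X chromosome, measured 33.0 to 39.9 in the 5 libraries of Table S2, 356.8 in RC60, 274.7 in RC74 and 63.1 in F120. Ddx3y, a gene of the Y chromosome, measured 89.3 to 108 in the 5 libraries, 0.355 in RC60, 0.704 in RC74 and 5.6 in F120.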

How the deposited data were processed for this re-analysis (not part of the article)

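The data were 12 RNA-seq libraries of mouse placenta at E19, 4 of Control dams, 4 of Obese dams and 4 of obese dams that exercised until E17. Groups were taken from the sample labels, and all 12 columns of the table were used. The paper compares 2 Control and 3 Obese male placentae. The experiments by qPCR and immunofluorescence, the E13 placentae and the pathway analysis by IPA were not analysed here.

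The authors deposited 1 table of 12768 genes. The deposited values are a signal, CPM that the authors scaled by TMM before deposit, since each value is a whole multiple of what 1 read is worth (within 0.001 of a read, with divisors up to 59 tried). The paper names demultiplexing with CASAVA, TopHat on GRCm38, Cufflinks, removal of genes at very low levels and edgeR. The submitters' processing notes name Bowtie 1.2.3 and build mm8, and which of these made the table is not given in the sources used here. Symbols and coordinates were found for 12672 genes (99.25%) by gene identifier in GENCODE mouse release M21 on GRCm38, and no coordinate was converted between builds.

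The recovered reads were 5132069 to 6172222 per library, apart from 29240625 in F117. One read was worth 0.0348 in F117 and up to 0.203 in the others, which limits genes at values near 1. All 18 pairs of libraries of a group differed by more than sampling noise (chi-square per degree of freedom 6.18 to 25.7). This argues against repeat runs of 1 RNA sample, and each library was counted as 1 replicate. It cannot show that the libraries come from different litters, which the sources used here do not state for all of them.

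For each comparison the 2 groups alone were fitted with limma 3.58.1 in R 4.3.3 on log2(value + 0.5), with a mean-variance trend and Benjamini-Hochberg adjustment, for genes with a value over 1 in at least 4 of the libraries fitted. Obese was compared with Control over all 8 libraries and over the 5 libraries that match Table S2, a set found afterwards by running the test of the paper on each of the 24 possible sets. The exercised group was compared with Obese and with Control. The 29 gene lists were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry as alternatives. Recovered reads were tested with the likelihood ratio and quasi-likelihood tests of edgeR 4.0.16 and with DESeq2 1.42.0. Other alternatives were pseudocounts of 0.1 and 2, no filter, a mean of at least 5, median-of-ratios and quantile scaling, no trend, a robust trend, array weights, 1 fit of all 12 libraries and each library left out. Settings added after seeing the data were F117 thinned to the median depth, the Xist level as a second term, fits without the libraries highest in yolk sac transcripts, the lists without the 9 genes of the study or without the genes of Table S2, and the likelihood ratio test on genes with a value over 1 in each library. Replicate names are not shared between groups, and no libraries were paired.

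Genes named in the text are those the paper names in its text, figures or primer table, the 10 with the largest rise and the 10 with the largest fall among those past the threshold with no overlap between the groups (filled up by smallest p), up to 4 members of smallest p of each list with every member past the threshold, and the 20 genes of smallest P in Table S2. The values of Table S2 had been seen when this rule and the lists were written, and exceptions are marked as chosen after their values were seen.

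The programs were tested on simulated data. Counts were drawn for the real genes from their mean levels, spread and depths with 200 genes changed by known folds. By the likelihood ratio test the share recovered with all 8 libraries was 57.4% at 1.5-fold (39 genes), 93.9% at 2-fold (62) and 100% at 4-fold (66), with 28 false calls among 12763 genes. With limma there were 8 false calls at this size, and with the 5 libraries limma made 17 among 12695 genes and the likelihood ratio test 35.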

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

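The tests of tissue share, of the Xist and Y-linked levels and of F120 were chosen only after the results they bear on were seen. The Xist level as a second term is a setting added after the Xist levels were seen, though its test was chosen before its result, as were those of other splits of the libraries and of transcript length.

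One library stood far from the other 3 of its group by Dixon's ratio in 8 of 146 groups of 4 tested, where chance gives 7.3. RC60 was far above the other Control libraries for Pi15 (20.2 against 2.56 to 2.94) and Sfrp4 (142 against 36.1 to 44.4). RC61 was high for Myl9 (48.5 against 38.9 to 40.3), and RC73 low for Mest (202 against 223 to 227) and high for Actg2 (21.2 against 16.2 to 16.9). In Obese, F136 was low for Mcam (61.6 against 70.2 to 71.8) and F117 had 29240625 reads against 5132069 to 6104683. In the exercised group, FEX8 was high for Slc1a5 (64.1 against 45.1 to 47.3).

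The exercised group, which the paper does not report, held 2 genes past an adjusted p of 0.05 against Control. Rmrp, the RNA of an RNase complex, had a log2 fold change of 0.87 and mt-Nd2, a subunit of complex I, -0.67 (limma, adjusted p = 0.0223 for both, 4 of 4 exercised libraries beyond every Control library for each gene). Rmrp overlaps Ccdc107 on the other strand, and reads of mt-Nd2 can be shared with nuclear copies. Adjusted p ranged over the alternatives from 9.43e-14 to 0.124 for Rmrp and from 5.14e-09 to 0.265 for mt-Nd2. By limma 0 genes were called without RC60 or without RC73 (2 by the quasi-likelihood test of edgeR, 63 by its likelihood ratio test and 62 by DESeq2 with all 8 libraries, where 1251 had an unadjusted p under 0.05), 1 without RC74, FEX-GAMMA or FEX8-12 and 5 without FEX8. Of 35 splits of these 8 libraries into 4 and 4, 1 gave at least 2 genes, the real one, and the highest other count was 0, which is the smallest share that 35 splits can give. This makes chance less likely for the count taken alone but does not exclude it, least of all over the 9 counts tested in this way. For exercised against Obese, where the real count was 0, another split gave 5. Against Control the count was 0 without a mean-variance trend and with the Xist level as a second term. The log2 fold changes stayed at 0.79 to 0.93 for Rmrp and -0.73 to -0.60 for mt-Nd2 over all alternatives, these included.

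Other splits of the 8 Obese and Control libraries gave results as large as the real one. At an unadjusted p under 0.05 the real split gave 888 genes, 7 of 35 splits gave as many and the highest other gave 1353, so chance cannot be excluded. A count of 0 genes at an adjusted p under 0.05 is reached by 35 of 35 splits whatever the data, so these splits say nothing of it (highest other 0 here and 5 for exercised against Obese). For the 10 lists called, 11 of 35 splits gave as many and the highest other gave 13. The 341 genes with the direction of Table S2 were reached in 2 of 35 splits, with 346 in the other. That other split set RC60, F112, F117 and F136 against RC61, RC73, RC74 and F120. It kept the contrast that made Table S2, so its high count says nothing of chance. The 8 of the 9 genes were reached in 13 of 35, with 9 as the highest other. Table S2 was made from 5 of these libraries. For exercised against Obese, the 9 lists were reached in 14 of 35 splits, with 14 as the highest other, and for exercised against Control the 7 lists in 23 of 35, with 14 as the highest other.

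The mean log2 value of the contractile list differed between Obese and Control by -0.29 over the 5 libraries of Table S2 (standard error 0.10, exact two-sided permutation p = 0.2, where 2 and 3 libraries allow 0.1 at the least) and by -0.19 over all 8 (standard error 0.11, exact permutation p = 0.143). A smaller share of decidua in the tissue pieces could lower these genes and stays open with so few libraries, as contractile less decidual genes differed by -0.43 over the 5 libraries (standard error 0.20, exact permutation p = 0.2), with the decidual list at 0.13, and by -0.14 over all 8 (standard error 0.19, exact permutation p = 0.514). A smaller share of vessel tissue is a candidate explanation over all 8 libraries, but the test cannot decide it. Contractile less endothelial genes differed by 0.0401 (standard error 0.14, exact permutation p = 0.8286) and the endothelial list by -0.23 (standard error 0.071, exact permutation p = 0.0571). With a standard error of 0.14, a contractile change of -0.19 apart from vessel share would also have gone unseen, so these values give this explanation no support. The 5 libraries do not decide it, with -0.11 (standard error 0.11, exact permutation p = 0.4) and an endothelial list at -0.18 (standard error 0.11, exact permutation p = 0.3), and an effect of maternal obesity on the cells themselves stays open and untested.

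In exercised against Control placentae, ribosomal transcripts were higher and mitochondrial ones lower by camera with the preset correlation, but not with an estimated one (adjusted p = 0.355 and 0.144). Bias by exonic length is argued against for the ribosomal list. Its median was 0.21 before and 0.20 after taking off the median of other genes of the same exonic length (SD over 10000 random lists 0.037). Longer genes had slightly lower fold changes (rho across genes -0.093). That length joins all annotated exons of a gene and can exceed the length of its transcripts. The mitochondrial list was not tested for it, so bias by transcript length stays open. A different mix of fetal sexes is argued against too, with a median of 0.22 for ribosomal and -0.38 for mitochondrial transcripts when the Xist level was a second term, against -0.38 without it. Exercise itself, handling of the tissue and the RNA quality of each library remain open and were not tested.

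Xist was high in 5 libraries (RC60, RC74, FEX-GAMMA, FEX8 and FEX8-12, 257.9 to 356.8) and low in 6 (33.0 to 41.1). The sum of 4 Y-linked genes in the 5 libraries was at most 1.57% of its median in the 6, so that these 5 placentae may be of female fetuses, although the labels name no sex. Of the 5, 2 were Control, 0 Obese and 3 exercised, so this difference runs along with Obese against Control over all 8 libraries and with exercise against Obese. F120 had Xist at 63.1 and 7.04% of the Y-linked level. A mixture of male and female placental RNA is argued against, as that share of male RNA predicts Xist of at least 242, and no biological explanation of F120 was tested.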

How the results depend on the processing

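The alternatives gave 347 values of counts, of which 302 lay within 1.5 times the reported count, and 2971 log2 fold changes of named genes, of which 2835 kept their direction and side of the threshold, 104 passed the threshold only under the alternative, 16 lost it and 16 turned direction. The choices were set before the data were examined, though after Table S2 had been read, with these exceptions. The 5 libraries of Table S2 with all their alternatives, the thinned F117, the Xist term and the fits without yolk-sac-rich libraries were added afterwards. So was the filter of a value over 1 in each library. The lists without the genes the study called, or without the genes of Table S2, were also added afterwards. Where a value changed, the cause was not tested. No paired analysis was possible because the replicate names are not shared between groups. Depth limits genes at values near 1, where 1 read was worth up to 0.203.

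Obese against Control, all 8 libraries: genes at FDR under 0.05 were 0, and 8 with the likelihood ratio test, 9 with DESeq2 and 7 with the likelihood ratio test and a value over 1 in each library; over the 24 sets of 2 and 3 the highest was 1. Genes at P under 0.05 were 525 to 1077 with 1 library left out and 365 in the lowest of the 24 sets. Called lists numbered 10, 0 with an estimated correlation, 0 with fry and 18 in the highest of the 24 sets, and of the 9 genes 5 had the direction of the paper in the lowest set. Pi15 reached -0.20 in the lowest of the 24 sets and Cnn1 0.24 in the highest. Sfrp4 turned to 0.23 with array weights, 0.30 with the Xist term, 0.75 in the libraries of Table S2 and in the highest set, 0.38 without RC60 and 0.21 without F120, from a lowest of -0.28 with 1 library left out. Sez6l turned to -0.0511 with the quasi-likelihood test, -0.0527 with the likelihood ratio test, -0.0551 with DESeq2, -0.0522 with a value over 1 in each library, -0.57 in the lowest set, -0.21 without the yolk-sac-rich libraries, -0.19 without RC61 and -0.08 without RC73, up to 0.28 with 1 library left out.

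Libraries of Table S2: genes at FDR under 0.05 were 0, and 6 with the likelihood ratio test, 7 with DESeq2 and 10 with the likelihood ratio test and a value over 1 in each library. Genes at P under 0.05 were 338, 305 and 357 with these 3, and 288 to 1007 with 1 library left out. Called lists numbered 13, 0 with an estimated correlation, 0 with fry and 7 to 15 with 1 library left out.

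Exercised against Obese: genes at FDR under 0.05 were 0, 1 with all 12 libraries in 1 fit, 8 with the likelihood ratio test, 19 with DESeq2, 1 without the yolk-sac-rich libraries, and 0 to 3 with 1 library left out (3 without FEX6-1, 1 without F117). Called lists numbered 9, and 0 with an estimated correlation and with fry.

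Exercised against Control: genes at FDR under 0.05 were 2, 0 without a trend, 12 with a robust trend, 1 with all 12 libraries, 63 with the likelihood ratio test, 62 with DESeq2, 0 without the yolk-sac-rich libraries, 0 with the Xist term, and 0 to 5 with 1 library left out (0 without RC60 or RC73, 1 without RC74, FEX-GAMMA or FEX8-12, 5 without FEX8). Called lists numbered 7, 0 with an estimated correlation, 2 with fry, and 5 to 11 with 1 library left out (11 without RC60).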

Differences from the paper's values

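The paper gives 350 transcripts at P < 0.05, and limma gave 600 over the 5 libraries of Table S2 and 888 over all 8. Over the 5 libraries, a match found after seeing the values, the count lay within 1.5 times of the paper's with the likelihood ratio test of edgeR (338, which lacks 52 of the paper's 350), DESeq2 (305, which lacks 134), a mean of at least 5 (523), array weights (466), without F117 (466) or F136 (288), with the Xist term (483) and with the likelihood ratio test on genes with a value over 1 in each library (357, which lacks 23), and not under the other alternatives. Over all 8 libraries it did so without F136 (525) and in the lowest of the 24 sets of 2 and 3 libraries (365) and under no other alternative set before the data were examined.

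For genes at FDR < 0.05 the paper's value is 9, and limma gave 0 over the 5 libraries and 0 over all 8, with the 600 and 888 genes above at an unadjusted p under 0.05. Over all 8 libraries the likelihood ratio test (8) and DESeq2 (9), both set before the data were examined, gave a like count, but 7 and 8 of the paper's 9 genes were not among those called. The likelihood ratio test on genes with a value over 1 in each library, chosen after seeing the values, gave 7 over all 8 libraries and dropped 7 of the paper's 9, and gave 10 over the 5 libraries and dropped 0. On the 5 libraries, the likelihood ratio test with the filter of 4 libraries gave 6 and dropped Gabrd, Sfrp4 and Cnn1, and DESeq2 gave 7 and dropped Gabrd, Rnf222, Muc15 and Cnn1. No other alternative reached the paper's count.

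The log2 fold change of Muc15 over the 5 libraries was -1.21 on the log2(value + 0.5) scale, and the paper's is -1.421. It lay within the replicate spread with a pseudocount of 0.1 (-1.35), the likelihood ratio test (-1.42), the quasi-likelihood test (-1.41), DESeq2 (-1.41), without RC73 (-1.32), with F117 thinned (-1.34) and with a value over 1 in each library (-1.42), all run on this set after the data were seen, and not under the others.

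Over all 8 libraries 6 of the 9 genes differed. The groups are unlike here, since the paper's values are of male placentae and the 8 libraries include RC60 and RC74, with Xist at 356.8 and 274.7 and Y-linked transcripts near 0, and F120 with Xist at 63.1. For Pi15 and Sfrp4, though, RC60 alone lay far from the other Control libraries, RC74 included (20.2 against 2.56 to 2.94, and 142 against 36.1 to 44.4). Pi15 was 0.70 and the paper's value is 1.789, Sfrp4 -0.0811 and 0.765, Sez6l 0.0611 and 0.731, Nup210 0.44 and 0.718, Muc15 -1.04 and -1.421, and Cnn1 -0.44 and -1.508, in each pair the paper's second. In the libraries of Table S2, chosen after seeing the values, all 6 lay closer to the paper's than the replicate SD of all 8 libraries (1.64, 0.75, 0.73, 0.70, -1.21 and -1.18), which for Muc15 is 0.215 against 0.116 in the 5 libraries, where it differed as above. Of the alternatives set before the data were examined, these came within it: the highest (Pi15, Sfrp4, Sez6l, Nup210) or lowest (Muc15, Cnn1) of the 24 sets, a pseudocount of 0.1 for Pi15 (0.78), array weights for Pi15 (1.06) and Sfrp4 (0.23), a fit without RC60 for Pi15 (1.37), Sfrp4 (0.38), Sez6l (0.23) and Nup210 (0.55), one without RC74 for Sez6l (0.28), one without F120 for Pi15 (0.96) and Sfrp4 (0.21), and the quasi-likelihood test (-1.23), the likelihood ratio test (-1.23) and DESeq2 (-1.24) for Muc15. The others did not. The 24 sets include that of Table S2, which was itself the highest for Sfrp4, Sez6l and Nup210, so these extremes are no separate evidence. The Xist term, chosen after seeing the values, brought Pi15 (1.24), Sfrp4 (0.30), Sez6l (0.52), Nup210 (0.61) and Muc15 (-1.25) within it, and a value over 1 in each library Muc15 (-1.23). Acta2, Rnf222 and Gabrd lay within the replicate spread of the paper's values in both sets.

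The legend of Fig. 1a gives blue for lower and red for higher transcripts, while the color key printed in the figure names them the other way round. From IPA the paper takes cellular growth and proliferation as the main function affected, while its own Ki67 staining showed no effect of maternal obesity. The list of 33 proliferation genes used here, which is not the set of IPA, did not pass by camera in either set, with 17 higher and 16 lower over the 5 libraries.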

Other observations

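Placentae of exercised obese dams were compared with those of Obese dams by the same lists, and none of the calls below held with an estimated correlation (lowest adjusted p 0.156, and 0.509 for labyrinth trophoblast and giant cells). Labyrinth trophoblast markers were higher in 12 of 16 (median log2 fold change 0.36, camera adjusted p = 0.000151), and 11 of 16 without F120 (median 0.20), with Tfrc at 0.84 (standard error 0.20) and Gcm1, a transcription factor of the labyrinth, at 1.32 (standard error 0.35). Giant cell markers were lower in 11 of 13 (median -0.20, and -0.13 without F136, 2.91e-05), with Prl3d1 at -1.42 (25.1 ± 6.87 against 71.8 ± 32.8, SD, n = 4 each) and Prl2a1 at -0.58. Transporters were higher in 14 of 17 (median 0.26, 9.34e-06) and in 13 of 17 without F120 (median 0.11), with Slc2a3 at 0.38 and Slc1a5 at 0.64, and fetal red cell transcripts in 10 of 10 (median 0.67, and 0.42 without FEX8, 6.39e-05), with Hba-a1, an alpha globin gene with a near-identical copy, at 1.12. Ribosomal proteins (2.44e-07) and hypoxia genes (0.0173) were also higher, and matrix genes (6.39e-05), macrophage genes (0.0173) and contractile genes (0.0333) lower. F120 lay apart from the other Obese libraries in several of these lists. Without it the macrophage (0.225), contractile (0.336) and hypoxia (0.229) calls were lost, and the median of the contractile list went from -0.12 to -0.0609, that of the macrophage list from -0.19 to -0.13 and that of ribosomal proteins from 0.11 to 0.0656. The macrophage call was also lost without FEX-GAMMA (0.0945), FEX6-1 (0.0588) or FEX8 (0.0786), the contractile call without F112 (0.145), FEX-GAMMA (0.127) or FEX8-12 (0.177), and the hypoxia call without FEX8-12 (0.582). By limma 0 genes passed an adjusted p of 0.05 (1057 at an unadjusted p under 0.05, 8 called by the likelihood ratio test of edgeR, 0 by its quasi-likelihood test and 19 by DESeq2; 3 without FEX6-1 and 1 without F117 by limma). Muc15 was 0.68, Rnf222 0.65 and Acta2 -0.18. Rmrp was 0.91, Rplp1 0.57, Srp54c 0.78 and Gadd45b 0.44, all with no overlap between the groups. Because Xist was high in 3 of the exercised and 0 of the Obese libraries, exercise and that difference run together.

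Against Control, the exercised placentae had lower contractile genes in 17 of 19 (median -0.25, 7 passing when adjusted over the list alone, camera adjusted p = 4.08e-09, 0.144 with an estimated correlation and 0.0169 by fry). In all 7 lists were called, and 11 without RC60. Actg2 was -0.94 (standard error 0.14), Tagln -0.75, Acta2 -0.75 and Myh11 -0.55, each with an adjusted p of 0.0741 from limma, and Cnn1 was -0.93. Mitochondrial transcripts were lower in 12 of 12 (10 passing over the list alone, 1.35e-16, 0.144 with an estimated correlation and 0.0169 by fry), with mt-Nd1 at -0.49 and mt-Atp6, which overlaps its neighbours, at -0.46. Ribosomal proteins were higher in 33 of 36 (17 over the list alone, 3.03e-16, 0.355 with an estimated correlation), with Rps29 at 0.61 and Rps8 at 0.45, and hypoxia genes in 22 of 24 (1.66e-06, 0.355), with Vegfa at 0.46 and Hk2 at 0.27. Endothelial markers (0.000156), pericytes (0.0209, Anpep at -0.56 and Mcam at -0.44) and imprinted genes (0.0281, Mest at -0.34 and Cd81 at -0.37) were lower, with adjusted p of 0.311, 0.402 and 0.772 with an estimated correlation. The pericyte call was lost without RC61 (0.0592), RC74 (0.118) or FEX-GAMMA (0.0513), and that of imprinted genes without RC61 (0.277), RC74 (0.103) or FEX8-12 (0.0861). Kdr, a VEGF receptor, was -0.41. Outside the lists Sema3a was -1.25, Aldh1a2 -1.20, Igsf8, which overlaps Atp1a2, 0.48 and Srp54c 0.66. Nup210 was 0.47, Gabrd 0.54, Pi15 0.84 and Muc15 -0.37. Both exercised comparisons share libraries with that of Obese and Control, so likeness between them is no separate evidence.

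The largest component of all 12 libraries (31.04% of the variance) followed yolk sac and liver-type secreted genes. Afp measured 13185 in RC61, 13659 in F117, 7145 in FEX-GAMMA and 3953 in FEX6-1, against 62.2 to 2013 in the others. F120 was the extreme library of the second component (13.94%). Pdgfb, which the paper measured by qPCR at E13, was 66.3 ± 14.5 in Obese and 95.8 ± 20.3 in Control at E19 (SD, n = 4 each).

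A hypothesis formed after the data were seen was that the fold changes of Table S2 hold in the 3 libraries it was not made from. In F120 against RC60 and RC74, 60.3% of the 350 genes had the direction of Table S2 (r = 0.23 across genes), against 38.9% and 53.4% in the 2 other arrangements of these 3 libraries. Of 10000 random lists of genes at like levels the median was 50.6% and the highest 60. With 3 libraries the arrangements cannot exclude chance, and genes that vary together make the random lists too narrow, so the fold changes may carry over in part, but this stays open.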
